A study of Homo sapiens with 2 samples.

How the data were processed

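RNA was isolated from TCam-2 cells, an established human testicular cancer cell line, that had been transduced to overexpress DDX53, a DEAD-box RNA helicase gene on chromosome X. Per the labels' protocols, residual DNA was digested and polyadenylated RNA was made into strand-specific libraries. The series holds 1 group of 2 replicates, with the library names DDX53_I and DDX53_III. No library named II is in the series, and whether one was made is not known here. The design of the series names cells transduced with a GFP construct and untransduced cells as controls in another series. Those libraries were not analysed here, so no difference caused by DDX53 was computed. Between the files' columns and the mapped samples, 0 columns of per-sample values were left unused. The labels give no batch or date.

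Of the 2 deposited tables, the first holds TPM for 251955 Ensembl transcripts, made by the authors with salmon, as the table's own name says. The version, index, genome build and annotation are not stated. The second table is by gene and is named as CPM, but the deposited signal is a read count divided by 1 factor per library, since its columns sum to far more than CPM can. Each value was a whole multiple of the value of 1 read, 1.02 in replicate 1 and 1.12 in replicate 2, and 100% of the values above 0 came out whole in both libraries. Whole reads per gene were recovered by dividing by that step. They summed to 24137664 reads in replicate 1 and 22198929 reads in replicate 2. A gene without a read could hold up to 3 reads at this depth, which is 0.124 CPM in replicate 1 and 0.135 CPM in replicate 2. Intervals and limits cover counting error only, since the reads carry no molecular identifiers. In both tables the header gives the library names without a name for the column of identifiers, so the first name was read as that of the first column of values.

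The design had been fixed for TPM per gene, with CPM where there is none. Because the deposited TPM are per transcript, CPM (from the recovered reads, relative to all reads in genes) was the measure per gene. TPM summed per gene was the alternative. Transcripts were assigned to genes by identifier without version through GENCODE release 29 on GRCh38, which held 201667 of the 251955 transcripts. The matched transcripts carried 94.8% of TPM in each library. The other 50288 transcripts have no gene here, so the summed TPM leaves them out. In EEF1A1, RPS27, ATF4, KIT, DDX20 and IDI1 the reads exceeded the prediction from TPM by over 4-fold, and their summed TPM is uncertain. All 62700 genes of the gene table had an entry in the table of gene names, and 42343 had a symbol. Coordinates are those of GENCODE 29 on GRCh38.

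A gene was called detected at 1 CPM or more in both libraries. Differences between the replicates were log2((CPM + 1)/(CPM + 1)), replicate 2 against replicate 1, over genes with a mean of at least 1 CPM. This scale understates the change of low genes. The libraries were set against counting noise with a two-sided exact binomial test per gene (edgeR 4.0.16 binomTest on the recovered reads, TMM effective library sizes, filterByExpr, Benjamini-Hochberg adjustment, threshold 0.05) and a chi-square sum over genes. Such a test compares 2 libraries, not conditions. The biological coefficient of variation was the square root of edgeR's common dispersion with an intercept alone. Median differences of 11 preset gene lists were placed among 10000 random lists of the same size, matched on mean CPM in 50 bins. A list outside the central 95% is a description of these 2 libraries and has no replicate. The 6 lists of which levels are given and the 11 lists of differences were fixed before the data were examined, as were the main settings and the rule for named genes: DDX53, the members of the 6 lists, the 10 genes with the highest mean, the 5 genes most raised and the 5 most lowered in replicate 2 with a mean of at least 10 CPM, and the 3 highest genes whose top transcript differed. Genes named outside this rule were chosen after their values were seen, and each is marked so where it is not part of a preset list.

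Exonic overlap between genes was computed with bedtools 2.31.1 from merged exons of GENCODE 29. The number of reads predicted for a gene was its TPM times transcript length, scaled as CPM is. The calculations were tested on simulated data. Of 200 genes changed 2-fold in a simulated pair of 15049 genes, 99.5% were recovered with 14 unchanged genes called. The 200 were drawn only from genes with a high expected read count, with counting noise alone. Recovery among genes with few reads was therefore not tested. A pair from counting noise alone gave 0 calls among 15052 genes. A simulated coefficient of variation of 0.1 was estimated as 0.0997. Random lists fell outside the central 95% in 5% of 200 simulations, and lists of 15 genes shifted by 0.2 were found in 98%. In 1 simulation over 13898 genes, removal of a trend in bins left a correlation of 0.0659. The simulated trend was far stronger than those with length and GC content in these data.

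Alternatives covered the pseudocount (0.1), the filter on low values, the detection threshold, the scaling (median-centred differences, the deposited factors, DESeq2 1.42.0 size factors), DESeq2's dispersion, each library alone, and correction of differences for transcript length and GC content in 20 bins each. The swap of the tables had been planned for the rank of DDX53 alone. Its other uses were added after the data were seen. So were the deposited factors, the length and GC corrections and the product of TPM and length. A correlation that moved by over 0.01, a count or coefficient of variation that moved by over 1.5-fold, and another value that moved by over 1 SD of the replicates were treated as moved. Analyses used R 4.3.3, Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.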

Results

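Polyadenylated RNA was sequenced from TCam-2 cells transduced with a DDX53 construct, in 2 replicate libraries. TCam-2 is an established human cell line from a testicular germ cell tumour of the seminoma type. The gene table held 24137664 reads in replicate 1 and 22198929 reads in replicate 2. A read was counted for 24346 genes in replicate 1 and 23887 genes in replicate 2, and 21729 genes had a read in both. The study set these cells against control cells to find genes that change in expression or splicing with DDX53. The control libraries were not analysed here. The comparisons below are therefore between the replicates, between genes within the libraries and between the 2 deposited tables.

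The gene of the construct was examined first. DDX53 (ENSG00000184735.7) is a gene of 1 exon on the plus strand of chromosome X, from 22999961 to 23003589. It received 146 reads in replicate 1, or 6.05 CPM (95% Wilson interval, 5.14 to 7.11), and 147 reads in replicate 2, or 6.62 CPM (95% Wilson interval, 5.63 to 7.78). The mean was 6.34 ± 0.405 CPM (SD, n = 2), and the intervals of the libraries overlapped. Its only transcript in the transcript table had 2.05 ± 0.111 TPM (SD, n = 2). By mean CPM it was number 10363 of 62700 genes, and 23.8% of the 13604 detected genes were lower. By TPM summed per gene it was number 11847 of 57815 genes. DDX43 (ENSG00000080007.8), a related helicase gene on chromosome 6 from 73394748 to 73417569, was at 23.6 ± 0.371 CPM (SD, n = 2), 3.73 times the mean of DDX53. Of the other 39 genes with a DDX symbol, 34 were above DDX53 in both libraries and 5 were below it in both. The 5 were DDX4, DDX25, DDX47, DDX60 and DDX60L, named after their values were seen. DDX47 is uncertain, since it had 1.33 and 1.49 CPM but a summed 122 ± 2.5 TPM (SD, n = 2). Without a control library these levels do not tell transgene from endogenous DDX53 transcripts.

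The composition of the libraries was described next. At least 1 CPM was reached in both libraries by 13604 genes, and 564 genes reached it in 1 library only. Raising the threshold to 5 CPM gave 10667 genes and lowering it to 0.1 CPM gave 18387 genes, the largest shift among the alternatives. The 10 genes with the highest mean were EEF1A1, ACTB, GAPDH, MT-CO1, RPL8, EEF2, RPLP0, PTMA, ACTG1 and HNRNPA1. Together they took 5.62% ± 0.0460 of the reads (SD, n = 2). EEF1A1 was the highest, with 16675 ± 670 CPM (SD, n = 2), and HNRNPA1 closed the list with 3047 ± 264 CPM (SD, n = 2). Several of these genes have processed pseudogenes with which reads can be shared. The 37 genes encoded in mitochondrial DNA took 1.63% of the reads in replicate 1 (95% Wilson interval, 1.62 to 1.63) and 1.80% in replicate 2 (1.79 to 1.80). The 84 genes for cytosolic ribosomal proteins took 7.46% in replicate 1 (95% Wilson interval, 7.45 to 7.47) and 7.30% in replicate 2 (7.28 to 7.31). Both shifts exceeded counting error, and neither has a replicate.

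The identity of the cells was described with 6 preset lists. All 16 genes of germ cells and seminoma were detected in both libraries. POU5F1 had 1906 ± 21.1 CPM, TFAP2C had 1251 ± 6.31 CPM and NANOG had 698 ± 9.99 CPM (SD, n = 2 each). POU5F1 and NANOG have near-identical pseudogenes, so their counts are uncertain. SOX17 was at 145 ± 2.75 CPM and LIN28A at 468 ± 27.4 CPM (SD, n = 2 each). NANOS3 was the lowest of the list at 5.53 ± 0.785 CPM (SD, n = 2). Of 11 genes of embryonal carcinoma, 6 were detected, led by TDGF1 at 123 ± 5.03 CPM and DNMT3B at 111 ± 18.4 CPM (SD, n = 2 each). SOX2 lay at the threshold, with 24 reads in each library. Of 14 genes of later germ cells, PIWIL1 and DMC1 were detected, at 4.04 ± 0.849 and 1.73 ± 0.0412 CPM (SD, n = 2 each). DAZL, SYCP1, PRM1 and TNP1 had no read in either library, which allows up to 0.124 CPM in replicate 1 and 0.135 CPM in replicate 2. DDX4 had 7 and 4 reads. Of 8 genes of testis somatic cells, 3 were detected in both libraries: GATA4 at 39.1 ± 0.888 CPM, SOX9 at 6.24 ± 2.19 CPM and AMH at 5.91 ± 0.139 CPM (SD, n = 2 each). Of 10 cancer-testis antigen genes only DDX43 and PAGE4 were detected, PAGE4 at 3.43 ± 0.0106 CPM (SD, n = 2). MAGEA10, MAGEB2, MAGEC2 and SAGE1 had no read in either library. All 12 reference genes were detected, from B2M at 4.95 ± 1.09 CPM to EEF1A1. With 0.1 CPM as the threshold, 49 of the 71 listed genes were detected, against 41 with 1 CPM. Among the later germ cell genes the count rose from 2 to 5.

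**Figure D1:**
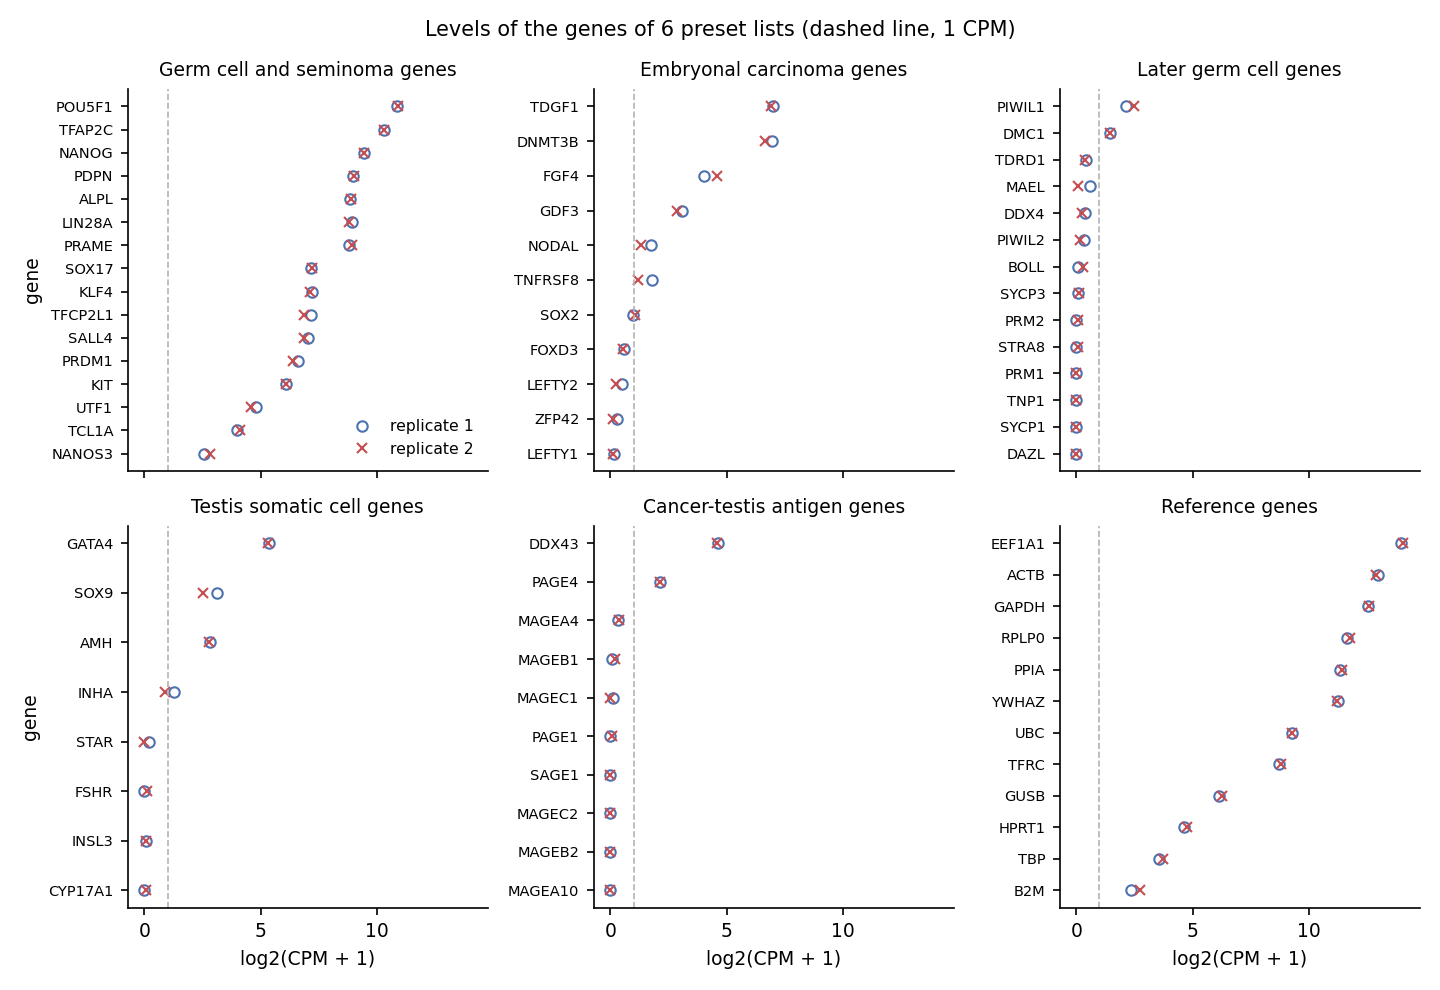
Levels of the genes of the 6 preset lists, as log2(CPM + 1) on the horizontal axis, with a circle for replicate 1 and a cross for replicate 2 and a dashed line at 1 CPM. All 16 germ cell and seminoma genes lie right of the line, and among the 14 later germ cell genes PIWIL1 and DMC1 do.

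The replicates were then compared with each other. Across the 13898 genes with a mean of at least 1 CPM, Pearson's r of log2(CPM + 1) was 0.996 and Spearman's rho was 0.996. Genes are not independent replicates, so no p-value is given. The alternative that moved r most was TPM summed per gene, with r of 0.990. Spearman's rho was 0.927 over all 62700 genes. The log2 difference, replicate 2 against replicate 1, had a median of -0.0077 and an SD of 0.18 across genes. Counting noise alone gave an SD of 0.12 in simulated pairs. The difference was under 0.5 in size for 98.4% of the genes and ranged from -0.86 to 0.94. At a pseudocount of 1, 0 genes were 2-fold apart. The count depended on the pseudocount and the table, with 36 genes at a pseudocount of 0.1 and 153 genes with TPM summed per gene.

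On the scale of reads, the libraries differed by more than counting noise. The chi-square sum over 15299 genes was 4.77 times its degrees of freedom, so the replicates were not 1 library deposited as a pair. The exact binomial test (edgeR, Benjamini-Hochberg adjusted p under 0.05) called 2003 of the 15299 genes, 1012 of them higher and 991 lower in replicate 2. The test compares these 2 libraries, not conditions. The alternative that moved the count most was to test all 26504 genes with a read, which gave 1722 genes. The biological coefficient of variation was 0.0553.

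The genes most apart were taken among those with a mean of at least 10 CPM. LGALS3 on chromosome 14, from 55124110 to 55145413, rose most, from 6.96 CPM in replicate 1 to 13.2 CPM in replicate 2, a log2 difference of 0.83 (exact binomial test in edgeR, adjusted p of 1.0e-09). COL3A1, SLC39A8, IRAG1 and SPP1 followed, with log2 differences of 0.68, 0.67, 0.66 and 0.63. ENSG00000268903 on chromosome 1, from 135141 to 135895, fell most, from 14.4 to 8.42 CPM, a log2 difference of -0.71 (exact binomial test in edgeR, adjusted p of 1.3e-07). LRP2, SLCO4C1, FXYD6 and CDX1 followed, with log2 differences of -0.65, -0.64, -0.62 and -0.60. With 1 library on each side these differences have no replicate check.

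**Figure D2:**
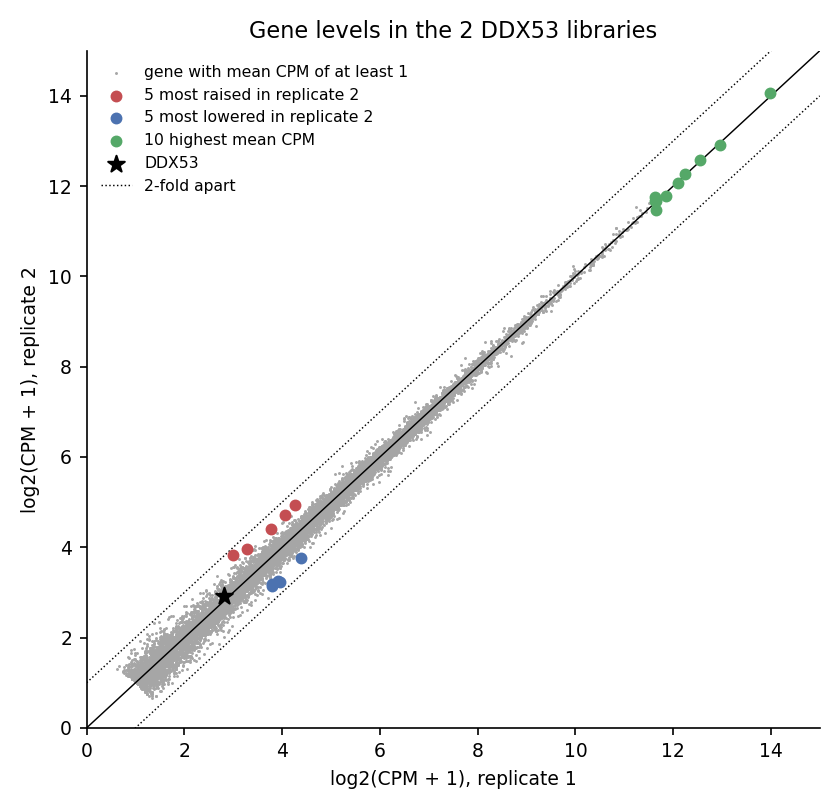
Level of each gene with a mean of at least 1 CPM as log2(CPM + 1), replicate 1 on the horizontal and replicate 2 on the vertical axis, with the line of equality (solid) and the lines of 2-fold difference (dotted). No gene lies outside the dotted lines, and DDX53 (star) lies at 6.05 CPM in replicate 1 and 6.62 CPM in replicate 2.

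Differences between the replicates were also summarised over 11 preset lists of genes that often vary between cultures or libraries. Medians of 4 lists fell outside the central 95% of random lists matched on expression. The 16 genes of cholesterol synthesis and uptake had a median log2 difference of 0.22, above all random lists (percentile 100), and 15 of them were higher in replicate 2. The exception, CYP51A1, had 40 and 23 reads, far below the number its TPM predicts. The 12 genes of hypoxia and glycolysis had a median of 0.11 (percentile 99.8, 10 of 12 higher). The 16 detected genes of mitochondrial DNA had a median of 0.11 (percentile 99.95, 14 of 16 higher). The 78 detected ribosomal protein genes had a median of -0.046 (percentile 0, 59 of 78 lower). RPL17, RPL22, RPL26, RPL41 and RPS15A were among those that had over 4-fold fewer reads than TPM predicts. Genes of the stress responses (percentile 90.7), interferon response (5.6), immediate early response (77.2), G2 and M phases (13.8), heat shock (4.46) and histones (3.89) and the DDX genes (50.7) lay inside. The histone and heat shock lists lay near the edge and depended on the processing. The histone list was outside with a pseudocount of 0.1 (percentile 1.41), with TPM summed per gene (0.02) and after correction for length (1.56) or for length and GC content (1.36). The heat shock list was outside with TPM summed per gene (1.32) and after correction for length and GC content (1.03). The interferon list, with 6 of 7 genes lower, stayed inside but came to the edge with a pseudocount of 0.1 (percentile 2.565). With TPM summed per gene, 7 lists lay outside, the largest shift among the alternatives.

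**Figure D3:**
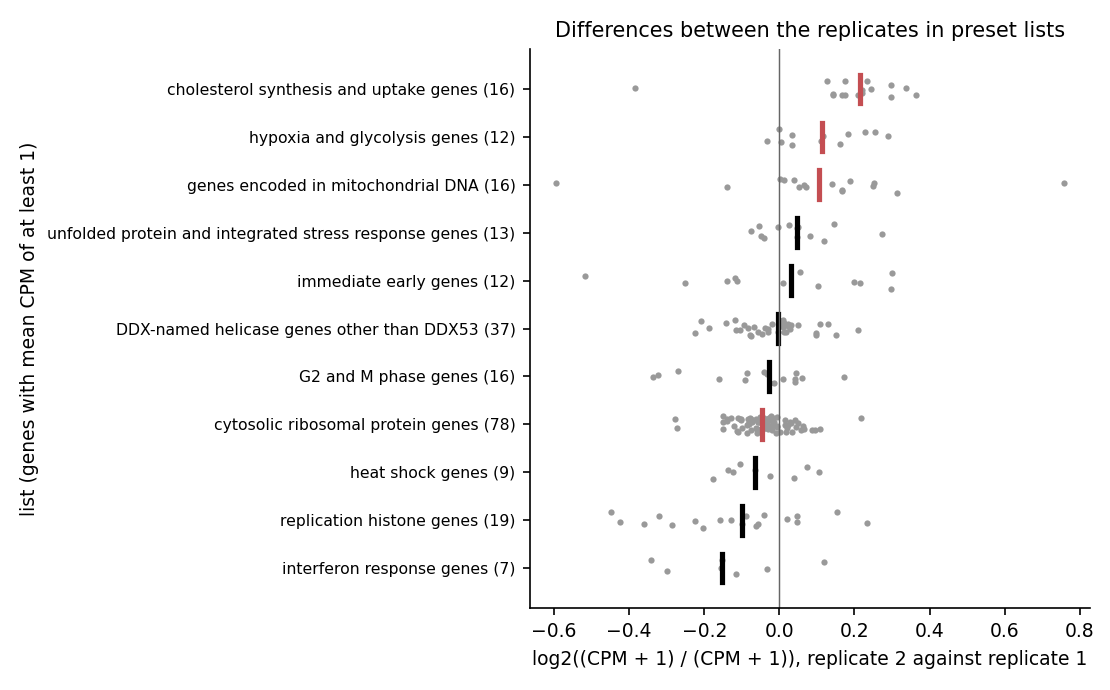
Log2 difference between the replicates for each gene of 11 preset lists (points) and the median of each list (bars), with the number of genes tested in brackets. Red bars mark the 4 lists outside the central 95% of matched random lists, with the cholesterol genes at a median of 0.22 and the ribosomal protein genes at -0.046.

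The study also addressed splicing, for which the transcript table gives values. Summed TPM of at least 10 in both libraries and more than 1 matched transcript were found for 7040 genes. The top transcript held a median 72.3% of the gene's TPM in replicate 1 and 72.5% in replicate 2. Only matched transcripts enter these shares, so a top transcript among the 50288 without a gene here would be missed. The share of replicate 1's top transcript moved by a median of 3.01 percentage points between the libraries, and by 11.8 points at the 90th percentile. The top transcript differed between the replicates in 486 genes, 6.90% of the 7040. In these genes it led the next transcript by a median of 6.56 points in replicate 1. The highest of them were TUBA1C, GNAS and NANOG. In NANOG, the transcript NANOG-201 held 31.5% in replicate 1 and 26.7% in replicate 2, and NANOG-203 held 26.0% and 31.0%. The number of differing genes followed the filter, with 1375 of 11774 genes at a summed TPM of at least 1 and 112 of 2552 genes at 50. The depth per transcript is unknown, so no interval is given.

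Last, the tables were set against each other. Across 13643 genes, Pearson's r between log2(TPM + 1) and log2(CPM + 1) was 0.849 in each library, and Spearman's rho was 0.851 in replicate 1 and 0.850 in replicate 2. TPM is divided by length and CPM is not. With TPM times transcript length, r was 0.930 in replicate 1 and 0.929 in replicate 2. Of 7432 genes with at least 10 TPM in both libraries, 88 had no read in either, 54 of them protein-coding. EEF1G, on chromosome 11 from 62559601 to 62574086, was the highest of these with 2719 ± 61.5 TPM (SD, n = 2), followed by SLC25A6, on chromosome X from 1386152 to 1392724, with 1775 ± 58.1 TPM (SD, n = 2). Both were named after their values were seen. Among 125 genes with at least 50% of their exonic length in exons of another gene on the same strand, 43 had no read, and the median log2 ratio of reads to the prediction was -4.93 in replicate 1 and -5.05 in replicate 2. Among 3639 genes without exonic overlap it was 0.098 and 0.10, and 17 had no read. Among 49 genes with such overlap on the opposite strand only, it was -0.038 and -0.060, and 0 were without a read. All 10 genes of the pseudoautosomal regions were without a read.

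**Figure D4:**
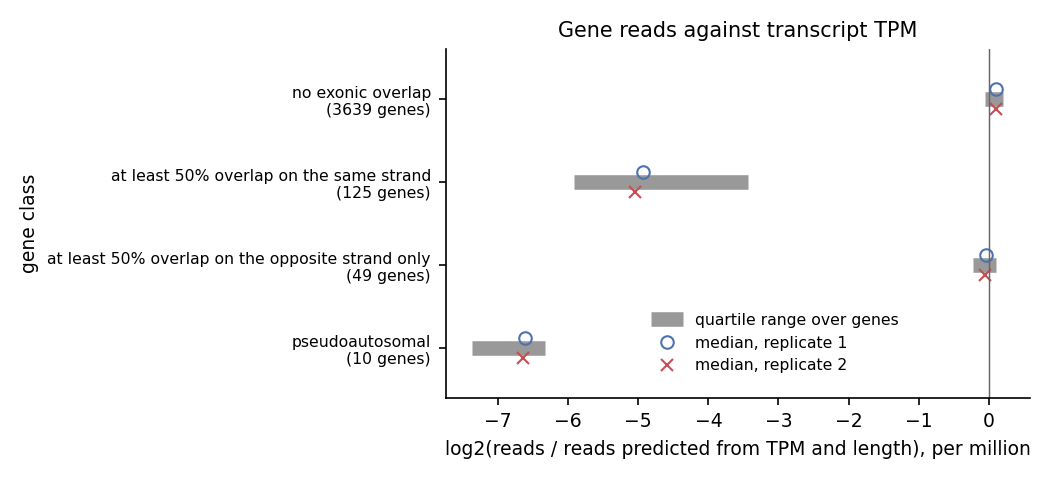
Log2 ratio of reads to the number predicted from TPM and transcript length, both scaled as CPM with 0.5 added, for genes with at least 10 TPM in both libraries, by exonic overlap with other genes. Circles and crosses are the medians in replicates 1 and 2, and grey bars the quartile range of the mean of both. Same-strand overlap goes with a median of -4.93 in replicate 1, against 0.098 without overlap.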

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

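No paired analysis was possible because the series holds 1 group. With 2 replicates, leaving out either one leaves a single library and no comparison between replicates, so agreement, differences, counting noise, coefficient of variation and isoform use have no such value.

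The number of detected genes, Pearson's r of the replicates, the count of genes beyond counting noise and the number of listed genes detected over the 6 lists together did not move under the alternatives tried for each. Spearman's rho of the replicates did, from 0.996 to 0.927 over all genes, which adds the genes with few or no reads. DDX53 was at 6.05 to 6.62 CPM and 13872 to 13900 genes reached 1 CPM when each library was taken alone. For DDX53 this is no test of stability, since the mean of 2 libraries always lies between them. The share of reads in the 10 highest genes ranged from 5.58% to 5.68% across the libraries taken alone, with the 10 chosen anew in each. The value without replicate 1, 5.68%, moved by more than the SD of 0.046. That shift came from the choice of genes, since the 10 genes highest by mean took 5.65% in replicate 2. The share without genes encoded in mitochondrial DNA, 5.52%, and with TPM summed per gene, 6.82%, also moved by more than the SD.

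Genes at least 2-fold apart rose from 0 to 36 at a pseudocount of 0.1, which shrinks low genes less, and to 153 with TPM summed per gene. The cause of the latter was not tested. DESeq2's median dispersion per gene gave a coefficient of variation of 0.0001 against 0.0553 in edgeR. That value is the lower bound of the estimate, which most genes reach with 2 libraries, and is no measurement of variation. The number of preset lists outside the central 95% was 7 with TPM summed per gene, against 4, where the histone, heat shock and stress response lists were added. The cause was not tested. The correlation of the tables rose to 0.930 in replicate 1 and 0.929 in replicate 2 when TPM was multiplied by length, which CPM keeps by construction. Genes whose top transcript differed numbered 1375 of 11774 at a summed TPM of at least 1 and 112 of 2552 at 50. Their share, 6.90% at 10 TPM, was 11.7% and 4.39%, so the rate changed as well as the number of genes compared. The cause of the change in rate was not tested.

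Among single lists, the immediate early genes reversed to a median of -0.079 with TPM summed per gene. They lay inside the central 95% with either table, and the cause was not tested. The median of the DDX genes, -0.0040, became 0.0037 when differences were centred on their median and 0.0096 with the deposited factors. Both settings shift nearly all genes alike, so the change of sign follows from their construction, and the percentiles stayed at 50.65 and 51.3. The 4 lists reported outside the central 95% were outside it in each alternative tried. The histone, heat shock and stress response lists became stronger, in 7 combinations of list and alternative together. The number of later germ cell genes detected was 5 at 0.1 CPM against 2 at 1 CPM, since a lower threshold admits genes with few reads.

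Depth limits the low end: the Wilson interval of DDX53 spans 5.14 to 7.11 CPM in replicate 1, where it was at 6.05 CPM, and 5.63 to 7.78 CPM in replicate 2, where it was at 6.62 CPM, so a difference of the size seen was not detectable. The isoform shares have no known depth.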

Other observations

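The tests of pseudoautosomal copies, of length and GC content for the cholesterol genes and of the deposited factors were chosen only after the result was seen. The labels put both libraries in 1 group, so no biological explanation was tested for any pattern here.

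Some genes with at least 10 TPM are absent from the gene counts. Of the 88 genes with at least 10 TPM and no read, 48.9% lay by at least 50% in exons of another gene on the same strand, against 1.12% of the genes with reads. Of the 10 pseudoautosomal genes with at least 10 TPM, 100% were without a read, against 0.467% of the genes without overlap. The 49 genes with such overlap on the opposite strand only had a median log2 ratio of reads to the prediction of -0.038 in replicate 1, against 0.098 in genes without overlap, which argues against reads lost to antisense genes. The pattern is consistent with strand-aware counting in which a read that fits more than 1 gene, or maps to both sex chromosomes, is dropped. The counting itself is not described in the labels. The remaining 35 genes are open, and most of them are pseudogenes. Most of the protein-coding genes among the 35 overlap another gene on the same strand by less than 50%. The other protein-coding genes among them have no such overlap. Whether the TPM of pseudogenes and of overlapping genes is correct was not tested. Because 50288 transcripts of the transcript table are not in the annotation used for overlap, further overlaps can be missed. A zero or near-zero count in EEF1G, SLC25A6, CD99, TOMM6 or DDX47 may therefore say nothing of expression. These genes were chosen after their values were seen. CD99 had 198 ± 30.3 TPM and TOMM6 had 350 ± 14.7 TPM (SD, n = 2 each).

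The low count of DDX53 has no such origin in these tables. Its reads were above the number its TPM and length predict by 0.31 on the log2 scale, where the 6502 genes without overlap and with at least 1 TPM in both libraries, a wider set than that at 10 TPM above, had a median of 0.13, and none of its exonic length overlaps another gene in GENCODE 29. That argues against reads lost in gene counting. A transgene whose sequence differs from the annotated transcript could escape both tables. No value here tests that, nor whether 6.34 CPM lies above the level in untransduced cells.

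The replicates differ in a coordinated way. Cholesterol genes were higher in replicate 2 by a median of 0.22 on the log2 scale in 15 of 16 genes, and 0 of 1000 pairs simulated from counting noise gave a median as far from 0. For each of the 4 lists outside the central 95%, the number of simulated pairs as far out was also 0. It was 0 as well for the G2 and M phase and heat shock genes, which lay inside the central 95%, so exceeding counting noise does not single out the 4 lists. The cholesterol median stayed at 0.20 after correction for transcript length and GC content, above all random lists. Counting noise, length and GC content are thus argued against as the whole source. The correction may be incomplete by an unknown amount. Removal of a simulated trend in bins left a correlation of 0.0659, but that trend was far stronger than those in these data. A difference between the cultures, for example in density or lipid supply, is a candidate explanation that the labels give no means to test, and a difference in library preparation is open too. CYP51A1, the 1 gene of the list that went down in reads, rose in TPM from 28.4 to 30.1.

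The differences between the replicates were weakly related to properties of the transcripts. Spearman's rho of the log2 difference across 13551 genes was -0.0893 with transcript length and -0.0896 with GC content, both short of the limit of 0.1 that had been set before the test. Among the 9342 genes with a mean of at least 10 CPM, rho was -0.149 with length, past that limit, and -0.0914 with GC content. Correction for both removed 2.84% of the variance of the differences. Length and GC content are thus argued against as the main source but may add a small part. The value of 2.84% may understate that part, by an amount that is unknown. The simulated trend whose removal in bins left a correlation of 0.0659 was far stronger than these. Genes are not independent replicates. Counting noise alone gave a mean SD of 0.11 in 100 simulated pairs of these genes, against 0.17 observed, and the source of the spread beyond counting noise, length and GC content was not tested.

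The deposited factors were 0.981 in replicate 1 and 0.894 in replicate 2, with a product of 0.877. Factors from the median of ratios over these 2 libraries alone have a product of 1, as DESeq2 gave from the recovered reads, so that origin is argued against. The ratio of the deposited factors, 1.098, also differed from 1.086 in DESeq2, 1.093 in TMM and 1.087 for total reads. The factors may have been estimated together with further libraries, such as the controls of the study. This was not tested.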
